# Comparative Epigenomic Profiling of the DNA Methylome in Mouse and Zebrafish Uncovers High Interspecies Divergence

**DOI:** 10.3389/fgene.2016.00110

**Published:** 2016-06-17

**Authors:** Chi Zhang, Yujin Hoshida, Kirsten C. Sadler

**Keywords:** DNA methylation, comparative epigenomics, mouse, zebrafish, liver, brain

## Abstract

The DNA methylation landscape is dynamically patterned during development and distinct methylation patterns distinguish healthy from diseased cells. However, whether tissue-specific methylation patterns are conserved across species is not known. We used comparative methylome analysis of base-resolution DNA methylation profiles from the liver and brain of mouse and zebrafish generated by reduced representation bisulfite sequencing to identify the conserved and divergent aspects of the methylome in these commonly used vertebrate model organisms. On average, 24% of CpGs are methylated in mouse livers and the pattern of methylation was highly concordant among four male mice from two different strains. The same level of methylation (24.2%) was identified in mouse brain. In striking contrast, zebrafish had 63 and 70% of CpG methylation in the liver and brain, respectively. This is attributed, in part, to the higher percentage of the zebrafish genome occupied by transposable elements (52% vs. 45% in mice). Thus, the species identity was more significant in determining methylome patterning than was the similarity in organ function. Conserved features of the methylome across tissues and species was the exclusion of methylation from promoters and from CpG islands near transcription start sites, and the clustering of methylated CpGs in gene bodies and intragenic regions. These data suggest that DNA methylation reflects species-specific genome structure, and supports the notion that DNA methylation in non-promoter regions may contribute to genome evolution.

## Introduction

Cytosine methylation is a major epigenetic mark in many species, as it serves to significantly alter the accessibility of CpG sites across the genome (Deaton and Bird, 2011). The methylome changes dramatically during development (Singer et al., 2014; Zhao et al., 2014), and there are marked differences in pattern of methylation across different cell types and in many pathologies, most notably, cancer. Indeed, many studies using model organisms demonstrate a required role for DNA methylation in regulating vertebrate development (Bird, 2002; Messerschmidt et al., 2014) and in causing cancer (Eden et al., 2003; Gaudet et al., 2003; Howard et al., 2008; Mudbhary et al., 2014). The canonical functions for DNA methylation are to promote genomic imprinting (Li et al., 1993), X-chromosome inactivation (Boumil and Lee, 2001), preservation of chromosome stability (Smith and Crocitto, 1999) and transposon repression (Slotkin and Martienssen, 2007; Zemach et al., 2010); these functions are largely conserved across taxa. However, not all species methylate their genomes, and those that do exhibit a wide range of DNA methylation levels and patterns (Lee et al., 2010; Zemach et al., 2010). Even when the same region of the brain is compared between closely related species (humans and chimpanzees), marked differences in methylation levels and the pattern of methylation have been reported (Zeng et al., 2012). Whether the species-specific methylome difference reflects functional differences played by DNA methylation in different organisms or, instead, whether they mirror, and perhaps contribute to, genome evolution remains an open and important question.

Many studies on DNA methylation are based on the hypothesis that methylation serves to repress gene expression (McGhee and Ginder, 1979). There are, however, many exceptions to this pattern, and, indeed, it is now widely accepted that differences in promoter methylation play a regulatory role in only a few well publicized cases. In contrast, overwhelming evidence shows that, across cell types and species, 1000s of silenced genes have entirely unmethylated promoters and, conversely, many highly expressed genes have high levels of promoter methylation (Bestor et al., 2015). While CpG islands (CpGi) exert regulatory function on gene expression, their protection from DNA methylation is a conserved feature of CpGis (Long et al., 2016). However, the picture is becoming more complex, as recent work has shown that enhancer methylation is correlated with gene expression in developing zebrafish and other vertebrates (Lee et al., 2015; Bogdanović et al., 2016) and other studies show that moderately expressed genes do not have a strong correlation with methylation differences at upstream regulatory regions, but instead these genes are highly methylated throughout the gene body (Elliott et al., 2015). Thus, the understanding of how DNA methylation impacts gene expression is evolving.

Comparative methylome analysis across taxa has uncovered widely divergent methylation patterns across species (Feng et al., 2010; Lee et al., 2010; Zemach et al., 2010), supporting the conclusion that methylation cannot be a universal mechanism of repressing gene expression, or, perhaps, that DNA methylation may serve different functions across the branches of the phylogenetic tree. In contrast, the high level of methylation of transposable elements (TEs) is a feature of DNA methylation that is conserved from plants to animals (Zemach et al., 2010). This is proposed to be a central mechanism to repress the potentially catastrophic activation of these endogenous parasites (Yoder et al., 1997). Comparative studies further supported the hypothesis that DNA methylation function is nuanced and variable. Moreover, the stark differences in DNA methylation between vertebrates and invertebrates limit studies on the functional consequences of methylome repatterning to vertebrate models such as mouse and zebrafish.

We reasoned that if DNA methylation is a central mechanism of regulating gene expression, then this should be reflected in conserved methylation patterns of genes that have similar expression patterns across species. The liver serves a fundamental role in metabolic homeostasis in all vertebrates, and this is reflected in a shared pattern of gene expression from humans to fish (Lam et al., 2006; Mudbhary et al., 2014). We selected this organ for comparative methylome analysis between mouse and zebrafish because there are striking similarities in liver cell composition and function (Goessling and Sadler, 2015). Studies in zebrafish also show that accurate DNA methylation is essential for liver development and regeneration (Sadler et al., 2007; Jacob et al., 2015) and that loss of methylation causes liver cancer (Mirbahai et al., 2011).

Multiple approaches have been developed and used to characterize genome-wide DNA methylation (Reid, 2010). Of these, reduced representation bisulfite sequencing (RRBS) is a cost-efficient method to survey CpG methylation genome wide by sampling regions of the genome that are CpG rich for bisulfite sequencing (Gu et al., 2011). A drawback to this approach is that it mainly covers CpG islands at the expense of other genomic regions, In order to represent more CpG sites and increase the coverage of all genomic regions interrogated, a recently published enhanced RRBS (ERRBS; Akalin et al., 2012; Garrett-Bakelman et al., 2015) allows greater distribution across the genome of the mapped reads from bisulfite converted genomic DNA. Hepatic function and the population of hepatic cells is similar between zebrafish and mammals (Goessling and Sadler, 2015) and we asked whether these similarities would be reflected by conserved features of the methylome. We used ERRBS to generate single-nucleotide resolution DNA methylation map of the mouse liver and compared this to a previously described methylome analysis of zebrafish liver generated by RRBS. We report marked interspecies differences in methylation patterns, and by comparing the methylation landscape between liver and brain of mouse and zebrafish, we found that the difference between species is much more significant than differences between tissues of the same species. Our findings suggest that genome structure is the primarily determinant of methylome patterning.

## Materials and Methods

### Sample Preparation

The four mouse samples (Mixed-1, Mixed-2, B6-1, and B6-2) that were used for bisulfite sequencing are all males and are from two different genetic backgrounds: B6-1 and B6-2 are C57BL/6 mice, whereas the mixed mice are on an undefined background including C57BL/6J and other strains. Total livers were isolated from them between 6 and 8 weeks old and frozen at -80°C for DNA isolation. Genomic DNA was extracted from each sample using the Qiagen DNA isolation kit according to the manufacturer’s instruction. RNA was purified using Qiagen RNAeasy columns. The animal work was approved by Institutional Animal Care and Use Committee (IACUC) at the Brigham and Women’s Hospital (mixed samples) and the Memorial Sloan Kettering Cancer Center (C57BL/6 samples).

### Enhanced Reduced Representation Bisulfite Sequencing (ERRBS) Library Preparation and Sequencing

Bisulfite-converted DNA sequencing libraries were generated for each of the studied samples, which measure both 5hmC and 5mC in methylated fraction and 5fC, 5caC, and C in unmethylated fraction. In brief, 50 ng of high quality genomic DNA in 50 μl of DNase-free water was used as starting material. The whole library preparation includes enzyme digestion of genomic DNA which enriched CpG rich regions, Phenol:chloroform clean up, End-repair, A-tailing, adapter ligation, size selection, bisulfite conversion, enrichment PCR, and quality control. Experimental details can be referred to the published ERRBS protocol (Smith et al., 2009; Garrett-Bakelman et al., 2015). These amplified libraries were sequenced on the Hiseq2000 platform for 50 cycles single end read runs at the Epigenomics Core facility in the Department of Medicine, Weill Cornell Medical College (New York, NY, USA). Image capture, analysis and base calling were performed using Illumina’s CASAVA 1.8. Data is available in GEO, accession numbers are GSM2136660, GSM2136661, GSM2136662, and GSM2136663.

### RNA Sequencing Library Preparation and Sequencing

For each of the mouse samples, Mixed-1, Mixed-2 and an additional mixed background age-matched mouse from the Brigham and Women’s facility (Mixed-3), RNAseq libraries were prepared according to Illumina’s TruSeq RNA sample preparation version2 protocol. The 3 samples were sequenced using Illumina’s HiSeq 2500 platform (100bp paired-end sequencing) generating ∼64 million reads, ∼60 million reads and ∼53 million reads for samples Mixed-1, Mixed-2, and Mixed-3, respectively.

The sequencing quality was assessed using FASTQC (Andrew, 2010) and the reads were quality trimmed using Trimmomatic (Bolger et al., 2014; for low *Q*-scores, adapter contamination and systematic sequencing errors). After quality trimming, only the fragments that retained the forward and reverse reads were kept, any reads with a length less than 36 bp after quality trimming were discarded. For all three samples, the quality trimming step resulted in a ∼3% data loss.

The reads were then aligned to the Mus Musculus GRCm38.p4 reference genome assembly using TopHat (Kim et al., 2013) version 2.1.0. Overall alignment rates were 97% for Mixed-1, 98% for Mixed-2, and 97% for Mixed-3. The resulting BAM alignment files were then passed through Cufflinks (Trapnell et al., 2012) version 2.2.1 in order to calculate gene level FPKM values.

### Read Alignment and Methylation Calls

Enhanced reduced representation bisulfite sequencing reads were mapped on the mouse genome (mm10) with the use of the BSMAP mapping tool (Xi and Li, 2009). The percentages of DNA methylation levels based on bisulfite conversation yield were computed at the single-nucleotide scale. We simulated a range of genome coverage from 5 to 20 and applied statistical analysis of differential methylation which demonstrated that only positions represented by at least 10× coverage (i.e., CpG_10_) yielded a dataset that had sufficient statistical power for differential methylation calls and allowed for a maximal number of CpG sites to be analyzed, similar to analysis carried out by others (Akalin et al., 2012). We were able to establish the DNA methylation state for 7,492,706 Cytosine positions, including 1,519,053 Cytosine positions from CpG dinucleotides at CpG_10_ across all four mouse liver samples. DNA methylation levels of the different genomic elements were computed as a mean of percentages of DNA methylation levels for all CpG dinucleotides, for which data were available in these regions.

### Methylation Comparison and Statistical Analysis

Percent methylation values for CpG dinucleotides were calculated by dividing the number of methylated Cs by sequencing depth on that base. For representation as a histogram, percentages were grouped within a 10-percentile range from 0 to 100% methylation. The methylation score for each of CpG dinucleotides that were covered by at least 10 reads in all samples (Mixed-1, Mixed-2, B6-1, and B6-2) was determined and then we used Pearson correlation distance and Ward’s agglomeration method to determine how similar methylation levels were for each CpG across these samples. Hierarchical clustering of the four samples was performed using the hclust function in R-3.2.1^1^. Locally weighted polynomial regression (Lowess) was performed in methylation status scatterplots between each two samples to check their relationships. RRBS datasets for zebrafish brain (GSE59916), liver (GSM1456413; Chatterjee et al., 2014), and mouse brain (GSM1069659) were obtained from Gene Expression Omnibus (GEO). Fisher’s exact test was adopted for testing the methylation pattern difference between mouse and zebrafish. The mouse in the brain study is the C57BL/6 strain, brain tissue was collected at 11 weeks. The zebrafish liver methylome was a pool of five male and five female liver harvested from adult fish and the zebrafish brain methylome was from a pool of two males and two females (Chatterjee et al., 2014).

To annotate the genomic feature associate with each CpG_10_ site, both gene information (promoter, exon, intron, and intergenic) and the list of CpG islands were retrieved from UCSC table browser^2^. Specific loci were visualized using the epigenome browser^3^ (Zhou et al., 2014). CpG shores were defined as 2,000 bp flanking regions on both upstream and downstream of given CpG islands (Irizarry et al., 2009). Regions >2 kb away from CpG islands are defined as “open sea.” If a CpG shore overlapped with another island, the shores were trucked. If multiple shores were overlapping, they were merged into a single shore. Based on refseq annotation, CpG dinucleotides were classified into promoter, intron, exon, and intergenic regions. The statistical test used for the distribution of different genetic elements was Fisher’s exact test. TSS regions were defined as the 2,000 bp window centered on the transcript start site (TSS) of genes. In practice, the length of TSS regions is not equal. For global viewing, we calculated the average methylation status (mCpG/CpG) and CpG density within each subset of TSS regions and divided into 40 bins equally in the TSS plot.

### Integration of DNA Methylation and Gene Expression

Each CpG_10_ site was categorized by its methylation status as hypomethylated (<20% of reads are methylated) or hypermethylated (>80% of reads were methylated). We displayed the relative expression of genes with methylated and unmethylated CpGs overlapping with promoter regions and gene bodies in according to two common definitions: 5 kb upstream of the TSS and the ±2 kb of the TSS which includes CpGs in gene bodies. Within each region, all methylated and unmethylated CpG were counted to generate methylated and unmethylated gene lists. Then, genes were ranked based on the number of CpG sites. Gene expression was represented by FPKM values and FPKM values were log transformed to display in the heat map.

## Results

### Mouse Liver Methylome Mapped by ERRBS

Many studies in mice and humans have described widespread methylome differences in the same organ under different physiological and pathological states (Bird, 2002; Spiers et al., 2015; Zhang et al., 2015). 

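Enhanced reduced representation bisulfite sequencing (ERRBS) digests genomic DNA in a way that enriches CpG-rich regions and sequences the fragments after bisulfite treatment, which leaves methylated cytosines as C and turns unmethylated ones into T. Liver DNA was profiled from 2 male mice of a mixed background, Mixed-1 and Mixed-2, and 2 male C57BL/6 mice, B6-1 and B6-2, aged between 6 and 8 weeks. The authors mapped the reads to mm10 with BSMAP and deposited, for each mouse on its own, the coverage of every CpG cytosine on each strand with the percentage of its reads that were C or T. Only cytosines with a coverage of at least 10 were in these files, and each strand of a CpG counted as its own site. The reads over all sites added up to 60654199 in Mixed-1, 65176203 in Mixed-2, 99215153 in B6-1 and 91886997 in B6-2. The numbers of methylated reads were taken as the percentage times the coverage. They came within rounding of a whole number at 99.977% of the values or more in each mouse. Every site lay on a CpG of the reference genome. The coverage of chromosome X was between 0.499 and 0.548 times that of the autosomes, and between 900 and 1407 sites lay on chromosome Y in each mouse. For 1 site in 1 mouse with 10 reads, 3 methylated reads already make 30%, so values of single sites depend on their coverage. Reads of amplified fragments are not independent molecules, and all intervals cover counting error only.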

To determine whether differences between background strains or housing conditions altered the hepatic methylome, we compared ERRBS datasets from two male mice on a mixed background (mixed-1, mixed-2) and two males on a pure Black-6 (B6-1, B62) background. Mice from different strains were housed in vivariums at different institutions. As expected, ERRBS enriched for CpG sites in the mouse liver methylome (**Table 1**). ERRBS does not distinguish between 5mC and 5hmC, and thus we are unable to differentiate the potential differential contribution of these two modifications. However, given that previous studies found a very low level of 5hmC in liver (0.03–0.06% of dG) compared to the central nervous system and the spinal cord (0.3–0.7%) in mouse (Globisch et al., 2010), we reasoned that 5hmC only contributed a small proportion of all of our methylated C calls.

**Table 1:** The liver methylome is highly consistent across mouse strains.

	Mixed_1	Mixed_2	B6_1	B6_2
Number of reads	36,624,797	32,664,237	50,483,884	49,082,208
Mapping efficiency	68.3%	67.4%	67.6%	67.7%
Conversion rate	99.86%	99.89%	99.88%	99.89%
Total # of Cytosine sequenced	336,286,562	303,362,122	473,186,484	450,385,315
Total # of CpG sequenced	76,066,210	70,835,055	104,716,169	98,093,922
# of CpGs covered >10×	1,372,559 (1.80%)	1,329,761 (1.88%)	1,557,387 (1.49%)	1,528,130 (1.56%)
Mean CpG coverage depth (10×)	44	49	64	60
CpG/total C	22.62%	23.35%	22.13%	21.78%
CpG methylation (mCpG/CpG)	28%	26.6%	27.4%	28.7%
Non-CpG methylation	0.3%	0.2%	0.2%	0.2%

*The data describes, for each sample, the total number of reads and number of alignments with a unique best hit (rows 1–2). Average Conversion rate (row 3) refers to the extent (in percent) of C > T conversion by bisulfite treatment. Rows 4 and 5 provide total number of Cytosine and the number of CpG sites covered by RRBS. Row 6 showed the number of CpG site whose coverage is at least 10. Average read coverage depth (row 7) of CpGs. Rows 8–9 provides the ratio of covered CpGs in total cytosines and the ratio of methylated CpGs in covered CpG sites, there is no statistical significant difference (*p* > 0.5) between any two strains. That non-CpG methylation is underrepresented in RRBS is indicated in row 10.*

A previous study simulated the size of reduced representation genome in the mouse as 1.5 million CpG sites, which is around 1.4 percent of whole genome; this represents 7.0 percent of total genomic CpG sites (Chatterjee et al., 2013). Here, CpG sites covered were calculated as (total CpGs detected)/(average CpG coverage) and thus the number of CpG sites ranged from 76.1 to 104.7 million reads which represents, on average, 10% of total genomic CpG sites (**Table 1**). 

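The sites with at least 10 reads numbered 1372599 in Mixed-1, 1329761 in Mixed-2, 1557387 in B6-1 and 1528130 in B6-2. Across the 4 mice, 1608297 sites were present in at least 1 mouse and 1276684 in all of them. Sites outside this common set made up 6.99% of the sites of Mixed-1, 3.99% of Mixed-2, 18.0% of B6-1 and 16.5% of B6-2.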

Of these, the number of CpG sites covered by at least 10 reads (CpG_10_) ranged from 1.33 to 1.58 million (**Table 1**). 

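The mean coverage of a CpG10 site was 44.2 in Mixed-1, 49.0 in Mixed-2, 63.7 in B6-1 and 60.1 in B6-2. The median coverage was lower in each mouse, at 39, 44, 55 and 53 in the same order. The C57BL/6 libraries were the deeper pair, so depth and strain cannot be told apart in a comparison of these 4 mice.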

The mean CpG coverage depth ranged from 44 to 64 across the four samples. Non-CpG cytosines (CpH) were rarely methylated (0.2% compared with 28% methylation for CpG cytosines, **Table 1**). Since our data confirmed that ERRBS enriches for CpGs, non-CpG methylation was not considered further. Thus, our dataset represents a sample of roughly 10% of the CpGs in the genome, albeit non-randomly distributed across the genome. Nevertheless, we consider this as a representative sample for comparative methylome analysis and provide a resource for investigation into changes in DNA methylation patterns in liver disease, tumorigenesis, and regeneration in mice.

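Counted as CpG dinucleotides with at least 1 strand at CpG10, the mouse liver data covered 5.35% ± 0.456 (SD, n = 4) of the 21867837 CpG dinucleotides of the reference genome. The share ranged from 4.87% in Mixed-2 to 5.80% in B6-1. All mice together reached 5.97%, and the dinucleotides with a site in every mouse made up 4.69%. These shares count only sites with at least 10 reads.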

### DNA Methylation Pattern is Consistent across Mouse Strains

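Total CpG methylation was taken as the mean over all CpG10 of a mouse. It was 29.7% in Mixed-1, 29.7% in Mixed-2, 32.3% in B6-1 and 32.0% in B6-2. The strain means were 29.7% ± 0.00436 (SD, n = 2) in the mixed mice and 32.2% ± 0.215 (SD, n = 2) in the C57BL/6 mice, a difference of 2.49 percentage points that exceeded the spread within either strain. A two-sided exact permutation test gave p = 0.333, which is the smallest p that 2 mice against 2 allow over the 6 assignments. On the sites common to all 4 mice, the difference was -0.203 points, with 28.6% ± 0.139 (SD, n = 2) in the mixed and 28.4% ± 0.0609 (SD, n = 2) in the C57BL/6 mice (exact permutation p = 0.333). Pooling all reads of each mouse gave 23.9%, 25.3%, 25.8% and 26.8% for Mixed-1, Mixed-2, B6-1 and B6-2, and a difference of 1.70 points. With the replicate number as a block, the differences of the same-numbered mice were 2.64 and 2.34 points. Their mean was again 2.49, which holds by construction. The deviations of same-numbered mice from their strain means were not related across the common sites (correlation -0.000207). The strains also differed in where the mice were kept, so strain and housing cannot be told apart.

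**Figure D1:**
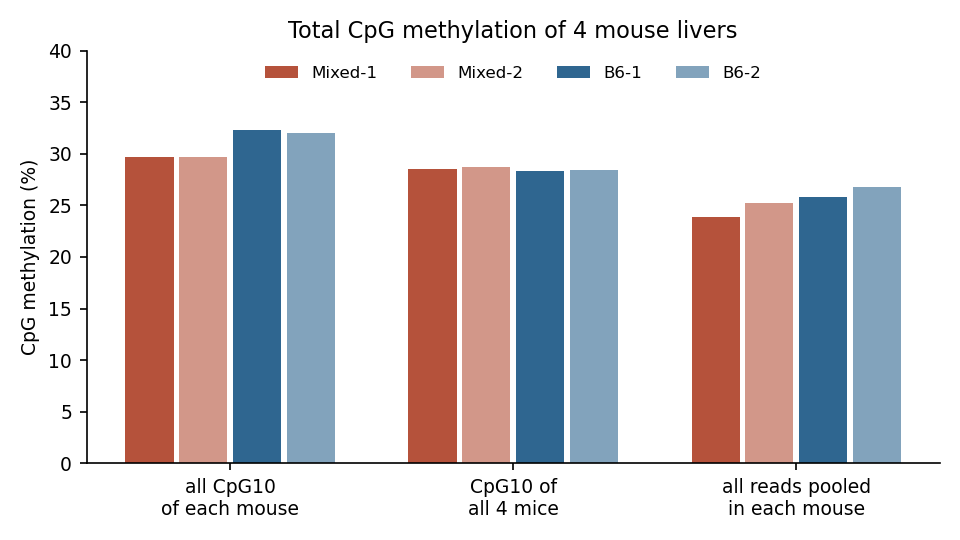
Total CpG methylation (%) of the 4 mouse livers, as the mean over all CpG10 of each mouse, the mean over the CpG10 common to all 4 mice, and the percentage of methylated reads among all reads. Each bar is 1 mouse (red, Mixed; blue, B6), and on the common CpG10 the bars lie between 28.4% and 28.7%, with both mixed mice slightly above both C57BL/6 mice, the reverse of the order over all CpG10.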

We found that total CpG methylation is strikingly similar among the four mouse liver samples from two different genetic backgrounds, ranging from 26.6% to 28.7% (*p* > 0.05 between every two strains; **Table 1**). Analysis of all CpG_10_ sites showed a bimodal distribution of methylation, with nearly 85% of CpG_10_ categorized as either hyper-methylated, defined as >80% of CpGs methylated, or hypo-methylated, defined as <20% methylated. 

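The percentage of CpG10 sites that were either above 80% or below 20% methylated was 86.8% ± 0.972 (SD, n = 4), from 85.9% in the lowest mouse to 87.9% in the highest. In bins of 10 percentage points, the lowest bin held 60.1% ± 1.90 (SD, n = 4) of the sites and the highest bin 16.8% ± 0.670. On average over the 4 mice, the bin from 30% to 40% held the fewest sites, 1.30% ± 0.0865 (SD, n = 4). The bin from 40% to 50% was close, at 1.31% ± 0.110, and was the smallest in both mixed mice.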

We found remarkable consistency in the methylation patterns, with all samples having 25% of CpG_10_ defined as hypermethylated and 60% as hypomethylated (**Figure 1**). 

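Hypermethylated sites made up 24.4% ± 0.954 (SD, n = 4) of CpG10, from 23.4% in Mixed-1 to 25.3% in B6-1, and hypomethylated sites 62.4% ± 1.87 (SD, n = 4), from 60.6% in B6-1 to 64.1% in Mixed-2. The hypermethylated share was 23.6% ± 0.320 (SD, n = 2) in the mixed mice and 25.2% ± 0.0955 (SD, n = 2) in the C57BL/6 mice, and the hypomethylated share 64.0% ± 0.165 and 60.7% ± 0.241. Both strain differences were larger than the spread within a strain, and for both the two-sided exact permutation test gave its smallest possible p of 0.333. On the sites common to all mice, the shares were 22.5% ± 0.333 and 65.3% ± 0.0792 (SD, n = 4), and the strains differed by -0.430 and 0.0890 percentage points. Bounds of 10% and 90% moved the hypermethylated share most, to 16.3%.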

Between 10.4 and 11.4% of the CpG_10_ showed intermediate methylation (>20% and <80% methylated; **Figure 1**).

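CpG10 sites between these bounds made up 12.8% of the sites in Mixed-1, 12.1% in Mixed-2, 14.1% in B6-1 and 13.9% in B6-2, with a mean of 13.2% ± 0.972 (SD, n = 4). The mean of the C57BL/6 mice exceeded that of the mixed mice by 1.61 percentage points (exact permutation p = 0.333, the smallest for 2 mice against 2). On the common sites, the intermediate share was 12.2% ± 0.276 (SD, n = 4).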

**FIGURE 1:**
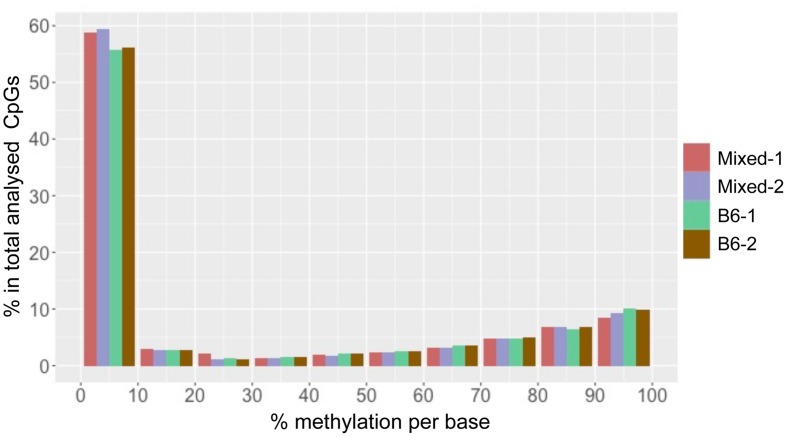
**CpG methylation patterns in mouse liver is consistent across different strains.** The *x*-axis shows percent methylation for each CpG site. The *y*-axis denotes the percentage of CpGs contained in the corresponding bins. Two male mice from either a Mixed or C57BL/6J (B6) are depicted as with red, purple, green and brown, respectively.

Reduced representation bisulfite sequencing provides CpG rich regions. In mammalian genomes, it has been shown that CpGis are enriched in annotated gene promoters. Since these CpGis largely unmethylated (Meissner et al., 2008; Illingworth and Bird, 2009), it is expected that the percent methylation found in an RRBS dataset is lower than the average methylation of the whole genome. A methylome study on rat dorsal root ganglia with RRBS, which analyzed 2.8 million CpG sites, demonstrated hypomethylation (0–10% methylated) at more than half of the CpG sites and hypermethylation (90–100% methylated) at about 20% of sites (Hartung et al., 2012). This pattern is similar to what we found in mouse liver. RRBS in mouse embryonic stem cells (mESC) covered 543,678 CpG_10_. These results also displayed a similar methylation pattern to our data in that >40% of CpG sites displayed hypomethylation (Meissner et al., 2008). Therefore, the mouse liver methylome analyzed by ERRBS in our study is similar to RRBS performed on other mouse samples.

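Over the 1276684 CpG10 sites present in all 4 mice, Pearson's correlation between methylation levels was 0.985 for the mixed pair and 0.986 for the C57BL/6 pair. The pairs across strains gave 0.984 for Mixed-1 with B6-1, 0.985 for Mixed-1 with B6-2, 0.985 for Mixed-2 with B6-1 and 0.986 for Mixed-2 with B6-2. These correlations are across sites, which are not independent replicates, and most sites are near 0% or 100%. Restricted to the 148804 common sites with a mean methylation between 20% and 80%, they fell to between 0.710 and 0.770.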

A global chromosome scatter plot of CpG_10_ sites revealed a high correlation between methylation levels at each CpG analyzed across different mouse livers, with Pearson’s correlation coefficient between 0.98 and 0.99 (**Figure 2A**). Subsequently, we generated scatter plots comparing all detected CpG sites on each chromosome between any two samples (**Figure 2B** and **Supplementary Figure S1**). 

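Of the 6 pairs of mice, Mixed-1 with B6-1 had the lowest Pearson's correlation over the common sites, 0.9837, and B6-1 with B6-2 the highest, 0.9865. Spearman's correlation also had its lowest value, 0.906, for Mixed-1 with B6-1, and its highest, 0.911, for Mixed-1 with Mixed-2. The gap between the lowest and the highest pair was small, and no test across these 4 mice can place it beyond the spread between replicates.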

In this analysis, Mixed-1 and B6-1, which represent two samples from different genetic backgrounds, had the lowest Pearson’s coefficient (**Figures 2A,B**). 

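By chromosome, Pearson's correlation between Mixed-1 and B6-1 ranged from 0.981 on chromosome 17, over 58756 sites, to 0.987 on chromosome 3, over 57535 sites, across the 19 autosomes. On chromosome 1, 176 of 73404 sites differed by at least 50 percentage points between these mice, against 9 sites on chromosome 3 and 103 on chromosome 17.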

Scatter plots of paired CpGs from these two samples were displayed by chromosome (**Figure 2B**), demonstrating their relationships were highly positively correlated, which is, in part, attributed to the high depth of coverage of these samples (**Table 1**). 

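Strain-variable CpGs were sought with a logistic model for each common site on the methylated and unmethylated reads of the 4 mice. Its overdispersion was moderated across sites with limma and kept at 1 or above, and a site was called at a Benjamini-Hochberg adjusted p under 0.01 and a difference between strain means of at least 25 percentage points. The model called 175 cytosines at 165 CpGs on 19 chromosomes. Their median methylation was 38.9% in Mixed-1, 11.4% in Mixed-2, 85.4% in B6-1 and 86.5% in B6-2. Of these, 126 were lower and 49 higher in the mixed mice, and 22 lay in promoters, 23 in exons, 56 in introns and 74 in intergenic regions. Called cytosines at most 100000 bp apart formed 117 clusters, and the 5 largest lay on chromosome 17 of mm10. The largest, from 39783076 to 39848235, held 12 cytosines, and its top cytosine at 39845107, in an intergenic CpGi 3005 bp from AY036118, was 50.0% and 71.1% methylated in the mixed and 8.69% and 7.88% in the C57BL/6 mice (adjusted p = 3.07e-14), at a coverage of 1309 to 12514 against a median of 51 at the common sites. Reads from copies of a repeated region may add to such a coverage, so these values may not be those of a single locus. In this largest cluster, 4 cytosines were lower and 8 higher in the mixed mice. The next cluster held 8 cytosines from 46468074 to 46629221, 6 of them lower and 2 higher. Its top cytosine in an intron of Ttbk1 was 49.2% and 6.32% against 91.7% and 87.7% methylated, at a coverage of 59 to 108. The cluster of 5 cytosines from 27036801 to 27174227 had its top cytosine in an intron of Uqcc2, at 0% in both mixed mice and 89.2% and 81.2% in the C57BL/6 mice, at a coverage of 32 to 69. Of the clusters with 4 cytosines, the intergenic one from 23523487 to 23523546, nearest to Gm41543, was lower in the mixed mice, and the one from 46282967 to 46283000 in the promoter of Tjap1 was higher, with 53.2% and 57.1% against 0% in both C57BL/6 mice at its top cytosine, at a coverage of 28 to 47. A base change from C to T at a cytosine would also be read as an unmethylated cytosine.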

On the other hand, considering variance brought by different strains, we also did further analysis of the regions that are variable between different strains and found that some CpGs methylation are indeed more correlated within strain than inter strains (**Supplementary Figure S1**). 

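The 175 strain-variable cytosines were 0.0137% of the CpG10 common to the 4 mice. With the replicate number as a block in the same model, the count was 0, while 3659 cytosines with a difference of at least 25 points had an unadjusted p under 0.05. Why the block gave 0 was not tested. In simulated data, whose spread between mice was a set value, the fit with the block recovered 103 of 200 sites changed by 50 points. The deviations of same-numbered mice from their strain means had a correlation of 0.000400 over the common sites with a mean of 20% to 80%, which gives no sign that the numbers pair the mice. Fisher's exact test on reads pooled by strain, which ignores the spread between mice, moved the count most, to 1613 cytosines or 0.126% of the sites.

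**Figure D2:**
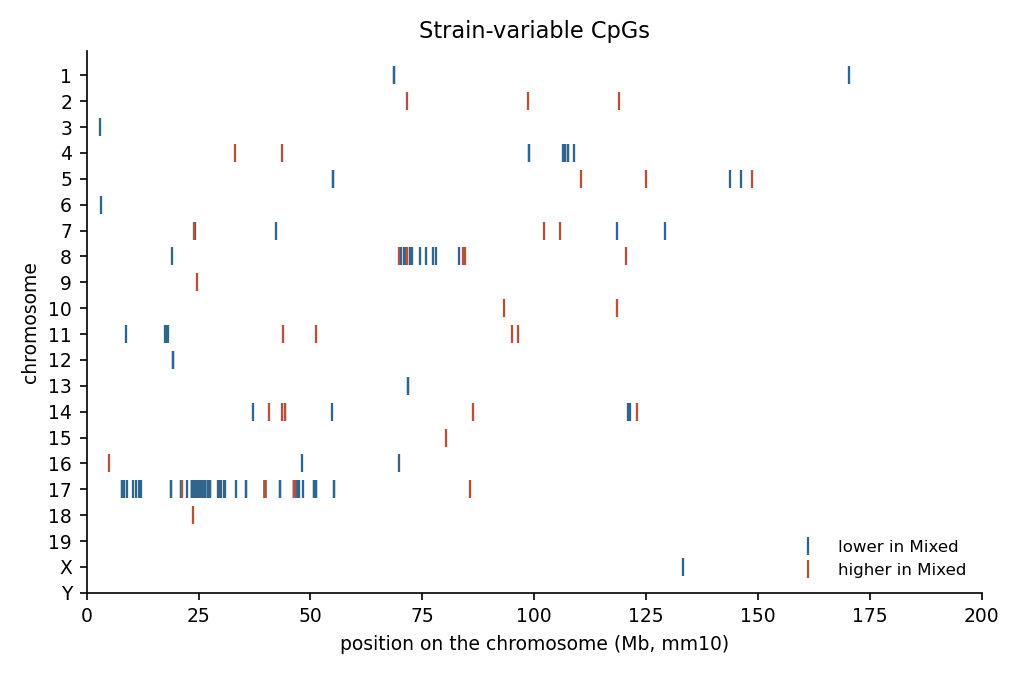
Positions of the 175 strain-variable cytosines on the chromosomes of mm10 (x axis, Mb; y axis, chromosome). Each mark is 1 cytosine, blue where methylation was lower and red where it was higher in the mixed than in the C57BL/6 mice, and 95 of the marks lie on chromosome 17.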

But this kind of variable CpGs only account less than 0.05% of total CpG10, which is too rare to change the global pattern.

**FIGURE 2:**
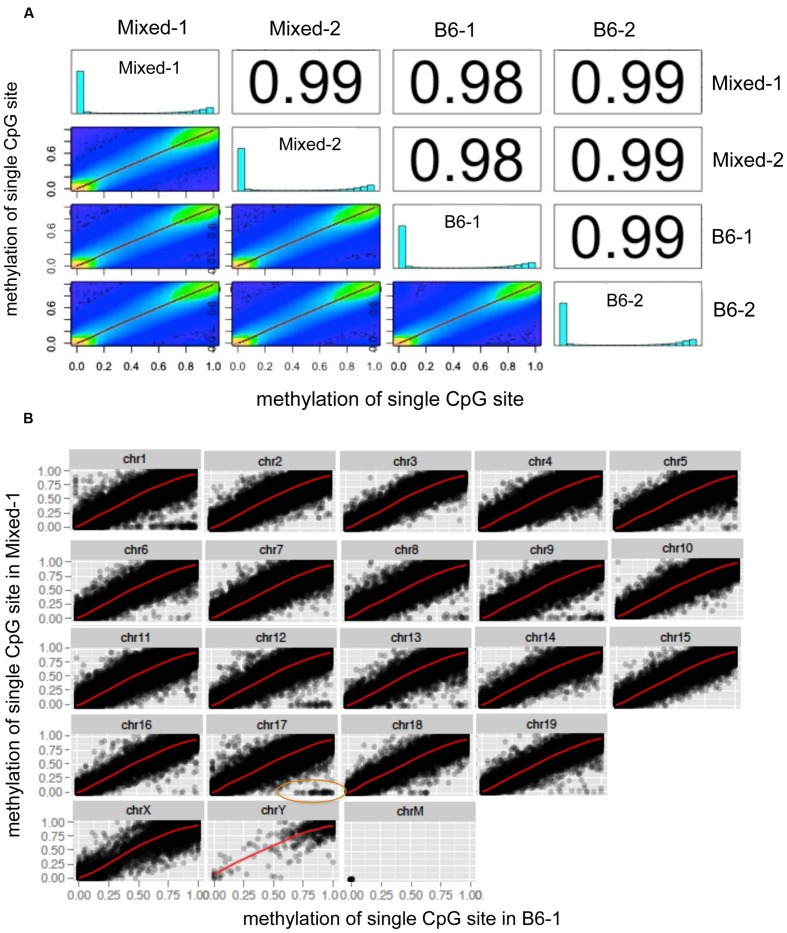
**Global chromosome scatter plots of CpG_10_ sites in mouse.** **(A)** Scatter plot and correlation of CpG methylation across four mice. Numbers on the upper right corner denote pair-wise Pearson’s correlation scores. Histograms on the diagonal denote distribution of methylation patterns of CpG sites for each stain. **(B)** Scatter plots of paired CpGs by chromosome, which was aligned between Mixed-1 and B6-1. Differentiated CpGs in orange ellipse go for further analysis in **Supplementary Figure S1**.

Scatter plots with this pattern were also formed between comparisons of all the other samples (**Supplementary Figures S2A,B**). This data demonstrates a remarkable similarity in the methylation profile of male mice, regardless of strain and housing differences.

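The mean Pearson's correlation within strains exceeded that between strains by 0.00102 over all common sites, most of which are near 0% or 100%, and by 0.0258 over those with a mean of 20% to 80%. The C57BL/6 pair had the highest correlation of all pairs on both sets of sites. The mixed pair, at 0.9853, was below Mixed-2 with B6-2, at 0.9860, over all common sites, and at 0.7384 below Mixed-2 with B6-1, at 0.7388, and with B6-2, at 0.7478, over sites with a mean of 20% to 80%. Among the 3 ways to split the 4 mice into pairs, an exact comparison cannot give a share below 0.333. With each mouse left out in turn, the difference over all common sites lay between 4.65e-05 and 0.00260. From its scatter plots and pairwise correlations, the paper concludes that the methylation profile of male mice is alike whatever the strain and housing.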

### The Intra Species CpG Methylation Pattern is Highly Conserved

In general, comparative transcriptome studies have found that gene expression patterns are similar in the same organs across different species and embryos at comparable developmental stages have common gene expression profiles which are, in part, thought to be mediated by methylation patterns in enhancers (Bogdanović et al., 2016), whereas there are dramatic differences in gene expression between different organs from the same species (Zheng-Bradley et al., 2010; Gu et al., 2016). To test whether the same patterns hold true for global CpG methylation, we retrieved and analyzed RRBS data sets from GEO profiling methylomes of zebrafish liver (GSM1456413) the brain from mouse (GSM1069659) and zebrafish (GSE59916; Chatterjee et al., 2014).

As in mouse liver and in many other species, the methylome in zebrafish liver displayed a bimodal methylation distribution, with over 60% of CpGs categorized as methylated (>80% methylation) and 15% of CpGs as unmethylated (<20% methylation), however, with an opposite pattern: the zebrafish liver showed much higher prevalence of hypermethylated CpG than mouse liver (*p* < 0.01; **Table 2**), with over 50% and less than 20% of hyper and hypo-methylated CpG sites, respectively (**Figure 3A**, **Table 2**). This is consistent with the finding of between 70 and 85% methylation in whole zebrafish embryos (Potok et al., 2013; Bogdanović et al., 2016) and over 70% methylation in adult muscle (Potok et al., 2013). Thus, the zebrafish liver is more highly methylated than the mouse.

**Table 2:** Methylation levels are more consistent across species than across organs.

	Hypomethylated CpG (<20%)			Hypermethylated CpG > 80%		
		
Organ	Liver	Brain	*p*-value	Liver	Brain	*p*-value
Mouse	62.7%	61.1%	0.5	24.35%	24.2%	0.5805
Zebrafish	24.1%	14.78%	0.03	63.4%	68.9%	0.2692
*p*-value	2.35*e* - 09	2.32*e* - 14		2.35*e* - 09	2.34*e* - 11	

*Ratios are the percent of methylated CpGs out of all the CpG_10_ detected. The *p*-value on the right is between liver and brain in mouse and zebrafish. The *p*-value on the bottom is between mouse and zebrafish in liver and brain.*

**FIGURE 3:**
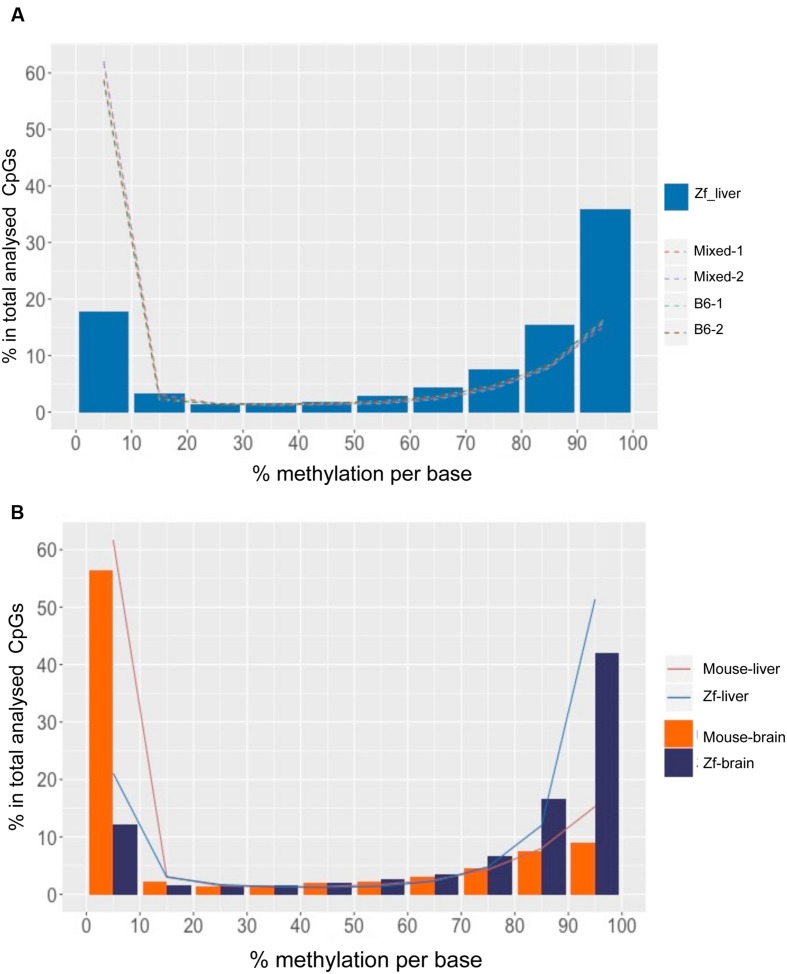
**DNA Methylation patterns are more conserved intra species than the organs within a species.** **(A)** CpG methylation pattern in zebrafish liver is different from mouse liver. The *x*-axis shows percent methylation for each CpG sites. The *y*-axis denotes the percentage of CpGs contained in the corresponding bins. Zebrafish liver is descripted with bars and four mouse strains are shown with dotted lines. **(B)** CpG methylation patterns of intra species are more consistent. The *x*-axis shows percent methylation for each CpG sites. The *y*-axis denotes the percentage of CpGs contained in the corresponding bins. Brain samples are descripted with bars and liver samples are shown with lines.

To determine whether high levels of methylation in zebrafish could be related to physiological differences between these species, we compared the liver methylomes of both species to that of a very different organ (the brain) within the same species. We found that the same pattern uncovered in the liver was conserved in the brain of both species, with a significantly increased percent of hypermethylated CpGs in zebrafish tissues compared to mouse (*p* < 0.01, **Figure 3B**, **Table 2**). Intraspecies comparison between brain and liver revealed that the mouse brain displayed similar distribution of methylation levels as the mouse liver (*p* > 0.05), with 61.1% of CpG_10_ are hypo-methylated and 24.2% of hyper-methylated (**Table 2**). This same intraspecies conservation was observed in zebrafish, where over 63.4% of the CpG_10_ sites were hyper-methylated and less that 24.1% were hypomethylated in both organs (**Table 2**). Although slightly higher levels of hyper-methylated CpGs were observed in the zebrafish brain (*p* > 0.01), global CpG methylation distributions are still highly consistent between liver and brain of zebrafish (**Figure 3A**). Based on methylome comparisons between different species, different genetic backgrounds, and different organs, we concluded that CpG methylation patterns are more conserved between different organs within a species than between different species for the same organ. Moreover, consistent with findings from other species (Feng et al., 2010; Bogdanović et al., 2016), in both mouse and zebrafish, CpG methylation conforms to a bimodal patterns whereby cytosines are either entirely methylated or unmethylated.

### Hepatic Methylome is Enriched in Intragenic Regions and Introns

To determine if the landscape of methylated CpGs differed between mouse and zebrafish, we compared their distribution relative to the genomic features of hepatic methylomes in both species. All analyzed CpG_10_ sites in both liver datasets were classified into annotated regions. In the mouse, 52% of the CpG_10_ dinucleotides were in promoter regions and 55% were in CpGi (**Figures 4A,C**). This is consistent with the observation that most CpGis are found near sites of transcription initiation (Deaton and Bird, 2011). 

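Each CpG10 common to the 4 mice was assigned to a feature of the RefSeq annotation of the reference genome, in the order promoter (1000 bp on each side of a TSS), exon, intron and intergenic. Promoters held 59.3% of the 1276684 sites. CpGi were called from the repeat-masked sequence, as stretches of over 200 bp with at least 50% GC and an observed to expected CpG ratio over 0.6, and held 57.6% of the sites. Shores of 2000 bp held 7.25% and the open sea 35.1%. With promoters taken as the 1000 bp upstream of the TSS, the promoter share moved most, to 30.2%.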

Other CpG sites are found in exons, introns, and intergenic regions accounting for 10, 16, and 22% of total CpGs levels, respectively (**Figure 4A**). 

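Exons held 10.9%, introns 15.3% and intergenic regions 14.5% of the CpG10 common to the 4 mice. The mean methylation of the sites was 58.5% ± 0.213 (SD, n = 4) in exons, 65.8% ± 0.422 in introns and 66.2% ± 0.319 in intergenic regions, against 4.13% ± 0.0417 in promoters. The median coverage was 51, 45 and 43 in exons, introns and intergenic regions and 55 in promoters.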

We categorized hypermethylated CpGs as those with >80% of the reads as methylated and hypomethylated CpGs as <20% of reads as unmethylated. Hypermethylated CpGs were intergenic and intronic CpG_10_ (43 and 35%, respectively; *p* < 0.01; **Figure 4A**), and excluded from promoters, and 78% of hypo-methylated CpG_10_ were in annotated promoters (**Figure 4A**). This, in part, is reflective of the distribution of the CpG_10_ in the mouse dataset, of which 52% were mapped to annotated promoters (**Figure 4A**).

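On the common sites, 287700 ± 4250 (SD, n = 4) CpG10 were hypermethylated and 833803 ± 1011 hypomethylated in a mouse. Of the hypermethylated sites, 34.7% ± 0.0500 (SD, n = 4) were intergenic, 35.7% ± 0.163 intronic, 23.8% ± 0.114 exonic and 5.79% ± 0.0135 in promoters. Of the hypomethylated sites, 86.0% ± 0.0761 (SD, n = 4) lay in promoters, 5.03% in exons, 4.58% in introns and 4.38% in intergenic regions. Set against all other CpG10, the odds of a hypermethylated site lying in a promoter were between 0.0202 and 0.0210 times as high in the 4 mice (odds ratio of Fisher's exact test within each mouse). For intergenic regions, the odds ratio was between 5.56 and 5.69, and for introns between 5.25 and 5.57. Each direction was shared by 4 of 4 mice (two-sided exact sign test, p = 0.13, the smallest for 4 mice). Promoters differed from the other features by far more than the spread between mice. The odds ratios of introns and intergenic regions were close, and their ranges over the mice overlapped. The paper attributes this distribution in part to that of all CpG10 in the mouse data, most of which were mapped to promoters.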

**FIGURE 4:**
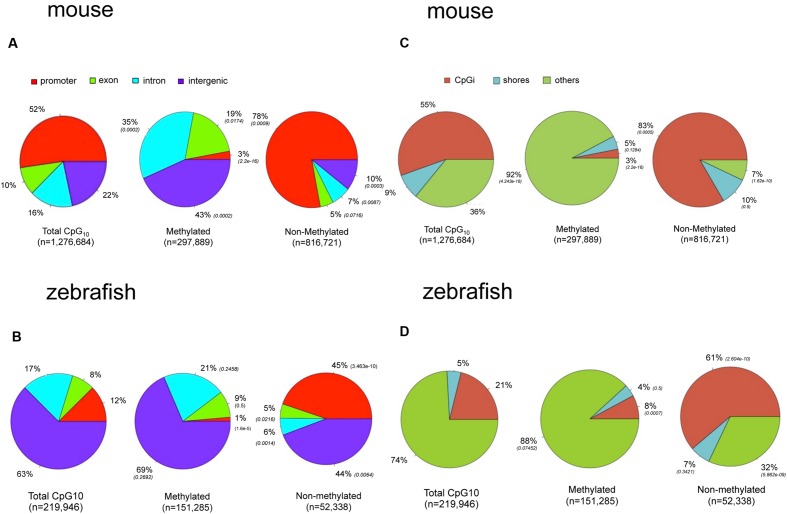
**There are marked differences in the methylome landscapes between the zebrafish and mouse hepatic methylome.** Total CpG_10_ is displayed in the left pie of each panel. Methylated is defined as >80% CpGs methylated and non-methylated is defined as <20% methylated. *P*-value (Chi-square test) in parentheses is to total CpG_10_. **(A)** Gene body for mouse. **(B)** Gene body for zebrafish. **(C)** CpG elements for mouse. **(D)** CpG elements for zebrafish.

The zebrafish hepatic methylation landscape was strikingly different, with 63% of all CpG_10_ falling within intergenic regions (compared to 22% in mouse) and only 12% within promoter regions (compared to 52% in mouse; **Figure 4B**). The methylated CpG_10_ in zebrafish largely mirrors the genomic distribution of CpGs in this dataset: the majority are found in intragenic regions and introns (69 and 21%, respectively). Promoter regions are the exception to the pattern, as there is a significant exclusion of methylated CpGs from zebrafish promoters (*p* = 1.6 × 10^-6^; **Figure 4B**), similar to the pattern in the mouse hepatic methylome (**Figure 4A**). Other similarities between species include a relative low percent of methylated CpG_10_ in CpGis (21% in zebrafish; 55% in mouse; **Figures 4C,D**) and that the vast majority of methylated CpG_10_ were found in shores and other regions (i.e., open sea), respectively (**Figures 4C,D**). Therefore, although there are striking differences in the methylome landscape between the same tissue in these two species, the finding that CpGis are in general, not methylated (i.e., NMIs), is consistent with findings from other species (Irizarry, 2009; Zemach et al., 2010; Long et al., 2013). 

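In the mouse, 3.25% ± 0.0379 (SD, n = 4) of the hypermethylated CpG10 lay in CpGi, 4.66% ± 0.0204 in shores and 92.1% ± 0.0482 in the open sea. Of the hypomethylated CpG10, 85.4% ± 0.0638 (SD, n = 4) lay in CpGi. The odds ratio of a hypermethylated site lying in a CpGi was between 0.0117 and 0.0125 in the 4 mice by Fisher's exact test within each mouse, below 1 in 4 of 4 mice (exact sign test, p = 0.13). Of the CpG10 in CpGi, 1.27% ± 0.00803 (SD, n = 4) were hypermethylated. Islands called on unmasked sequence moved the hypermethylated share in CpGi most, to 5.60%.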

We examined several orthologous CpG islands in mouse and zebrafish genome to determine whether the level of methylation was conserved across similar genomic regions. 

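The 735430 common CpG10 in mouse CpGi were methylated at 2.66% ± 0.0359 (SD, n = 4 mice) on average, with a median coverage of 55. Sites in CpGi of promoters were at 1.00% ± 0.0284 and sites in other CpGi at 15.6% ± 0.138. The mean rose to 23.1% ± 0.183 in shores and to 72.0% ± 0.355 in the open sea.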

Given that methylation of CpGis is, in general, very low, (**Figures 4C,D**), many orthologous CpGs are unmethylated in the liver of both species. One example is the orthologous CpGi on chromosome 11 in mice and chromosome 7 in zebrafish, which was unmethylated in both species (**Figure 5**).

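In mm10, the interval drawn in Figure 5A lies in the Hoxb cluster on chromosome 11 and runs from Hoxb9 to Hoxb2. Of the CpGi called there, the one marked in brown spans 96283007 to 96283401, within the transcribed region of Hoxb8. Its 9 common CpG10 were methylated at 5.20% ± 1.46 (SD, n = 4 mice) on average, with a median coverage of 32.5. The one marked in red spans 96303202 to 96304121 and overlaps the start of Hoxb5, and its 15 sites were at 1.57% ± 0.557 (SD, n = 4) with a median coverage of 82. For the reads of each mouse pooled over an island, the 95% Wilson intervals of the 4 mice lay between 2.03% and 10.4% for the brown and between 0.546% and 3.75% for the red island. The 587 common sites of the whole interval averaged 6.82% ± 0.509 (SD, n = 4), with 1 site above 50% in the mean over the mice. A strain-variable cytosine at 96287138, in a CpGi of the Hoxb7 promoter, was 60.0% and 86.7% methylated in the mixed mice. It was at 4.65% and 5.16% in the C57BL/6 mice. Its coverage was 10 and 15 in the mixed and 86 and 97 in the C57BL/6 mice. Only the red island kept sites at a minimum coverage of 20.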

**FIGURE 5:**
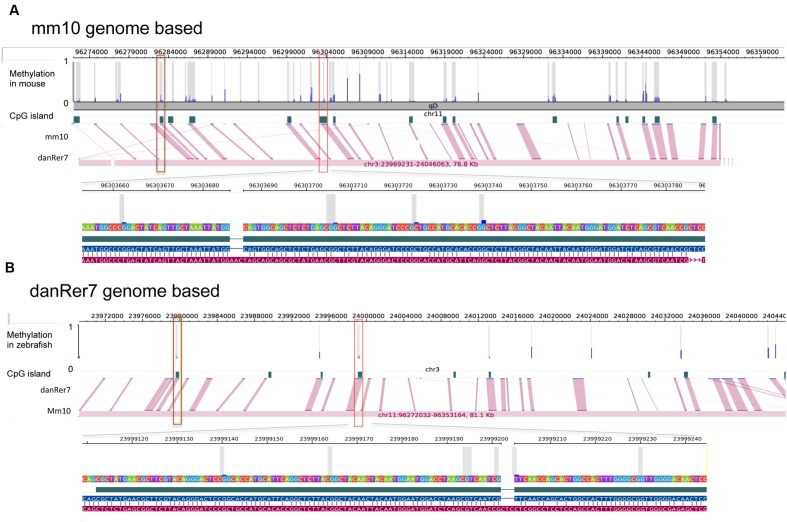
**Methylation of shared CpG islands in mouse and zebrafish genome are overall at a low level.** Each detected CpG site is marked with gray bar and methylation status is shown by blue bar ranging from 0 to 1. CpG islands are annotated based on reference genome mm10 **(A)** and danRer7 **(B)**, respectively. Pinked lines link corresponding CpG islands, two orthologous CpG islands are marked with brown and red squares.

We found a much higher percent of CpGs in intragenic regions of the zebrafish genome are methylated in the liver compared to mouse (82% vs. 60%, respectively). This is consistent with the overall higher level of TEs in the zebrafish genome (**Table 3**) and similar to the findings of others (Feng et al., 2010; Potok et al., 2013). 

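In the 4 mouse livers, 51.2% ± 0.796 (SD, n = 4) of the 334524 common CpG10 in exons and introns outside promoters were hypermethylated. The shares were 49.2% ± 0.536 in exons and 52.6% ± 0.997 in introns. In intergenic regions, 53.8% ± 0.724 (SD, n = 4) of the CpG10 were hypermethylated, and in promoters 2.20% ± 0.0329.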

To determine whether the high level of methylation in the zebrafish intragenic region was attributed to TE abundance, we examined where methylated CpGs reside in mouse and zebrafish (**Figure 6**). 

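Repeats were taken as the soft-masked bases of the mouse reference, which make up 36.4% of it. These are repeats and low-complexity sequence, not only transposable elements, and they cover less of the genome than the repeats that the paper used. Of the common CpG10, 7.94% lay in such sequence. It held 20.4% ± 0.215 (SD, n = 4 mice) of the hypermethylated and 3.36% ± 0.00375 of the hypomethylated CpG10. The odds ratio of a hypermethylated site lying in a repeat was between 5.58 and 5.74 by Fisher's exact test within each mouse, above 1 in 4 of 4 mice (two-sided exact sign test, p = 0.13, the smallest possible). Counting only stretches of at least 100 bp moved the hypermethylated share most, to 14.9%.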

We found that more than half of the methylated CpGs in zebrafish are found in TEs, while in the mouse only one third methylated CpGs are in TEs.

**Table 3:** There is a higher prevalence of repeats in the zebrafish genome compared to the mouse.

	Mouse (Mm10)	Zebrafish (GRCz10)
Genome size	2,652,783,500 bp	1,464,443,456 bp
Total bp in TEs	1,201,953,154 bp (45.3%)	756,790,665 bp (51.8%)
TEs overlap with CpGi	413,896 (0.028%)	32,416 (0.004%)
TEs overlap with CpG10	274,594 (17.63%)	117,032 (53.21%)^∗^

*TEs are the repeat sequence screened by RepeatMasker, the ratio is out of corresponding genome. In zebrafish TEs is significantly higher prevalent that mouse (*p* = 0.0323). CpGi is annotated from UCSC table browser, the ratio in bracket is out of TEs in row 2. CpG10 are those analyzed in our datasets, ration accounts for TEs in row 2. There are significant more TEs overlapping with CpG10 in zebrafish than in mouse (marked with asterisk, *p* < 0.01).*

**FIGURE 6:**
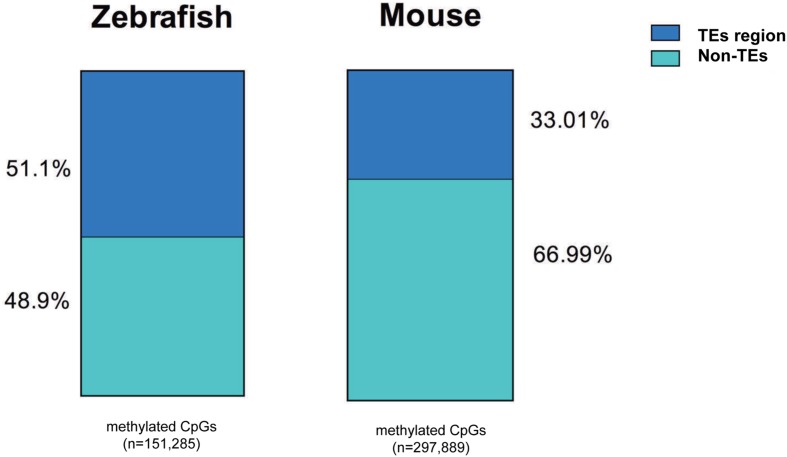
**More methylated CpGs overlap with TEs in zebrafish liver methylome.** All the methylated CpG_10_ covered are annotated with TEs in mouse and zebrafish genome. TEs-methylated CpGs are displayed with blue and non-TEs methylated CpGs are shown with green. The number of CpG sites is under the bar.

It is widely observed that CpGis cluster in promoters and the regions flanking TSS. 

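Around the 78745 unique TSSs of the mouse annotation, common CpG10 within 250 bp of the nearest TSS were methylated at 2.52% ± 0.0301 (SD, n = 4 mice), over 475325 sites. From 1500 to 2000 bp away, 23481 sites averaged 38.4% ± 0.261. The difference of -35.9 points ± 0.240 (SD, n = 4) was negative in 4 of 4 mice (two-sided exact sign test, p = 0.13, the smallest for 4 mice). In bins of 100 bp, the average was 52.5% in the outermost bin upstream.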

We found a negative correlation between methylation level and proximity to the TSS in adult liver methylomes in both mouse (**Figure 7A**) and zebrafish (**Figure 7B**). 

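Over the 40 bins of 100 bp within 2000 bp of the TSS, the methylation profiles of each pair of the 4 mice had a Pearson's correlation across bins of at least 0.9999. The SD between mice was at most 0.456 percentage points in any bin. Neighbouring bins are not independent, and the correlation describes the shape of the profile.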

Notably, the TSS plot revealed a high correlation between the methylation patterns of the four separate mouse liver samples, confirming our finding that there is little variation in the hepatic methylome within mice.

**FIGURE 7:**
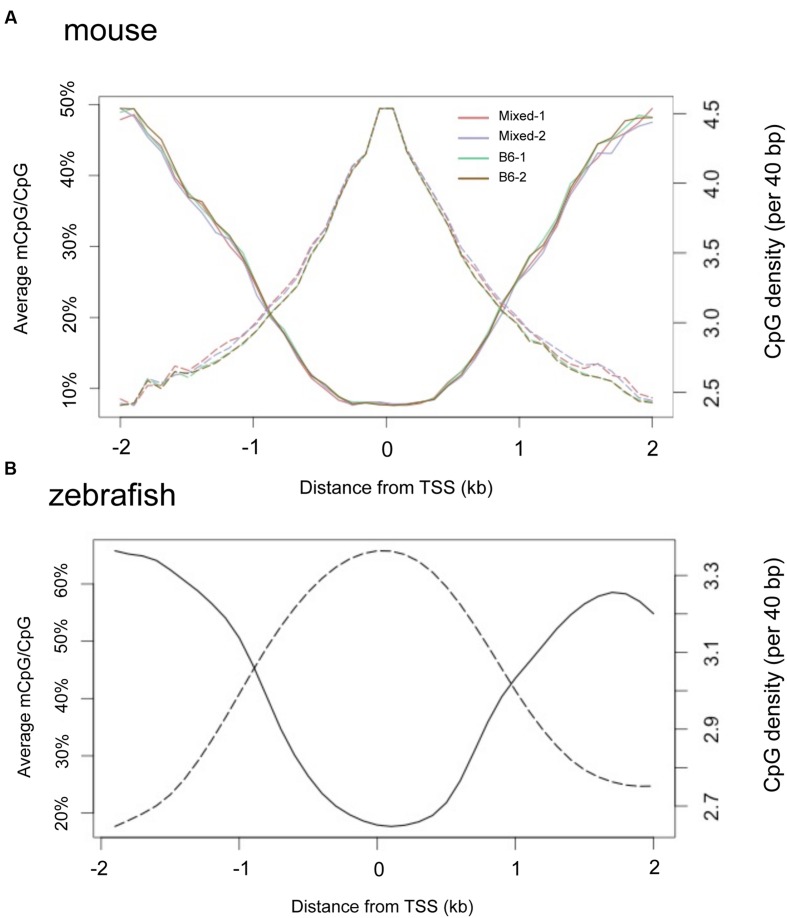
**TSS regions have higher CpG density and less methylation in both mouse and zebrafish livers.** Composite profiles the regions are 2 kb around TSS. *Y*-axis on the left denotes the average of methylated CpG, represented by a solid line. *Y*-axis on the right hand denotes the CpG density, represented by dashed lines. **(A)** Livers from four mice strains. **(B)** Zebrafish liver.

### Correlation between DNA Methylation of Gene Regulatory Regions and Gene Expression

DNA methylation is proposed to repress gene expression. Given that most promoters are not methylated (**Figures 7A,B**), it is difficult to envision how methylation could be a fundamental mechanism that regulates gene expression, except in cases that depart from this pattern and have high methylation levels across their promoters. To examine this further, we counted the number of CpG_10_ within -5 kb upstream of the TSS and ±2 kb TSS regions that were either methylated (>80% of reads methylated) or unmethylated (<20% of reads as methylated), and those with the highest number of methylated CpG_10_ were counted as “hypermethylated” genes and those with the highest number of unmethylated CpG_10_ were counted as “hypomethylated” genes (Supplementary Table 1). 

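Among curated RefSeq transcripts of the mouse, 28848 had at least 1 common CpG10 in the 5000 bp upstream of the TSS. A site was classed by its mean over the 4 mice. Of these transcripts, 68.4% had no methylated CpG10 and 16.0% had more methylated than unmethylated ones. Ranked by methylated CpG10 with 1 transcript of each gene, the first were Gm14372 on chromosome 7 with 59, Mir7053 on chromosome 7 with 52 and Zfp775 on chromosome 6 with 48, a number that the first transcript of the paper's hypermethylated list also had. Ranked by unmethylated CpG10, the first were Arid2 on chromosome 15 with 343, Zadh2 on chromosome 18 with 334 and Ubtf on chromosome 11 with 317, none of them with a methylated site.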

Genes with no CpGs were excluded. In both gene lists, we found CpGs are enriched in the TSS regions, but methylation status is different. 

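In the 5000 bp upstream of the TSS, the 100 transcripts with the most methylated CpG10 had a median of 26.5 methylated and 1 unmethylated site. The 100 transcripts with the most unmethylated CpG10 had a median of 0 methylated and 198 unmethylated sites. No transcript was in both lists. Since each list is chosen by these counts, the contrast between them is not tested.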

Examples of genes in both categories are shown in **Supplementary Figure S3**. 

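The 100 transcripts ranked highest by methylated CpG10 in the 5000 bp upstream of the TSS had a median of 39 CpG10, from 23 to 189. The 100 ranked highest by unmethylated CpG10 had a median of 200.5, from 176 to 343, a difference of -161.5 in the medians. For the transcripts of Supplementary Tables S1 and S2, the paper's totals had medians of 98.5 and 292.5. The first 3 transcripts in the paper's hypermethylated list had 75, 2 and 22 CpG10 in this region, the last 2 being those of Fignl2 and Hsf5. First in its hypomethylated list were Zswim6, Chd7 and Phf13, with 165, 83 and 97. Counting 2000 bp on each side of the TSS moved the difference most, to -225. Within that region, the methylated CpG10 of 99 listed transcripts had a Spearman's correlation across transcripts of 0.895 with the paper's numbers in Supplementary Table S1, and the unmethylated CpG10 one of 0.912 with those in Supplementary Table S2 (permutation p = 1e-05 for both, the smallest that 100000 permutations give, in a family of 12 such correlations). In the same region, the unmethylated CpG10 of the transcripts of Supplementary Table S1 had a correlation of 0.132 with the paper's numbers (permutation p = 0.194). The methylated CpG10 of those of Supplementary Table S2 had one of 0.00151 (permutation p = 0.989). In the 5000 bp upstream of the TSS the correlations were weaker for the sites that define each table. The methylated CpG10 of 81 transcripts of Supplementary Table S1 gave 0.328 (permutation p = 0.00257), and the unmethylated CpG10 0.0705 (permutation p = 0.529). For 98 transcripts of Supplementary Table S2, the unmethylated CpG10 gave 0.193 (permutation p = 0.0571) and the methylated CpG10 -0.0509 (permutation p = 0.619).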

We noted that there are far fewer CpGs in genes categorized as hypermethylated compared to hypomethylated genes (Supplementary Tables S1 and S2). This indicates that regions with lower CpG content are higher methylated than those with more CpGs, consistent with the finding of others (Lee et al., 2015).

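Of the CpG10 in the 5000 bp upstream of the TSS, a median of 84.9% were methylated in the 100 transcripts with the most methylated sites, and 80 of these transcripts had over 50% methylated. From the lower numbers of CpGs in the hypermethylated list, the paper concludes that regions with lower CpG content are more highly methylated.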

We carried out RNAseq analysis on samples from the Mix-1 and Mix-2 livers used for ERRBS as well as of a third sample from a third male mouse from the same background and queried the expression of genes annotated as high and low methylated. We showed the top 100 genes from the methylated and unmethylated gene lists of -5 kb upstream of the TSS in **Figure 8**. To include CpG methylation information in gene bodies, we also count methylated and unmethylated genes based on ±2 kb TSS regions (**Supplementary Figure S4**). Overall, we found in both categories there are more genes in the unmethylated list that are expressed at higher levels than those in the methylated category (**Figure 8** and **Supplementary Figure S4**) However, there are numerous exceptions, as many of the genes categorized as methylated were expressed at high levels, and vise versa, many of the genes which had very low methylation level were expressed also at relative low levels. Together, these data are consistent with findings across a range of species where there is a modest trend in the correlation between promoter methylation and gene expression, but clearly shows that methylation is neither necessary nor sufficient to suppress expression of many genes in the mouse liver.

**FIGURE 8:**
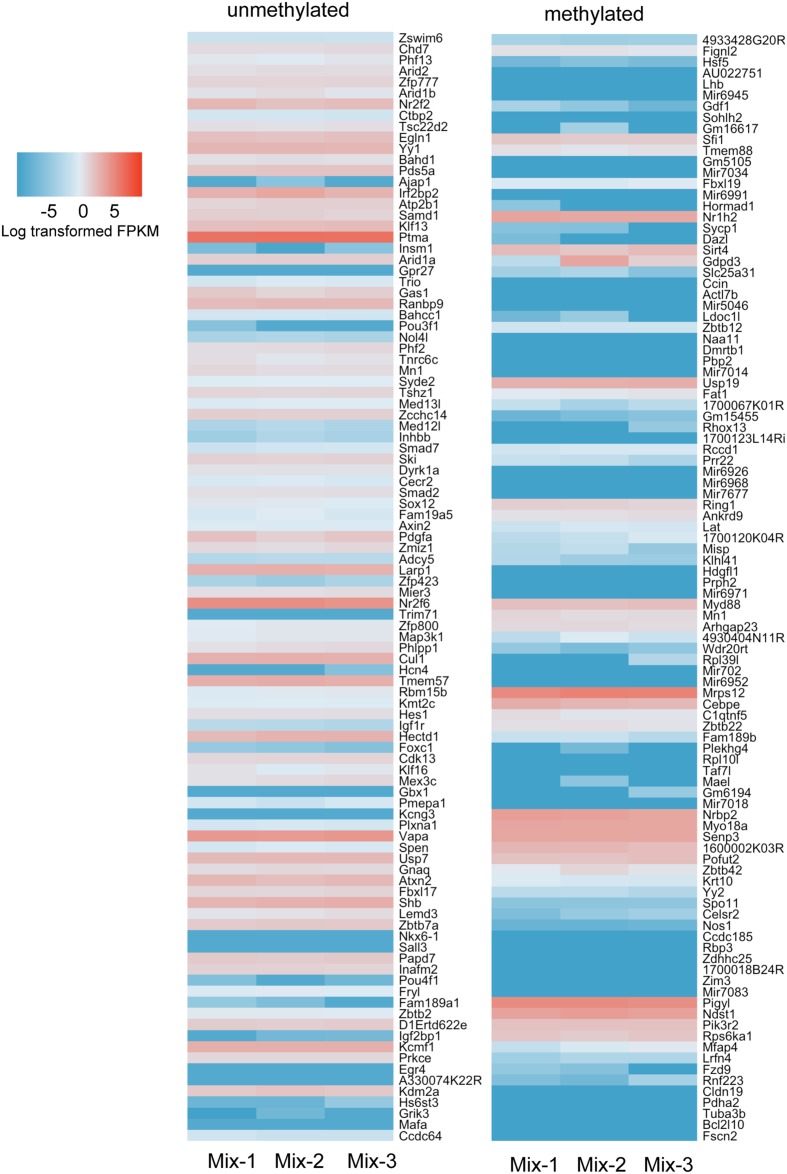
**More hypermethylated genes are expressed at lower levels than hypomethylated genes.** Top 100 genes ranked in hypermethylated (>80%) and hypomethylated (<20%) gene list were plotted with expression values. The gene list was based on the counting CpG in promoter regions (5 kb upstream of TSS). Color scale was represented by the log transformed fpkm value from RNAseq.

## Discussion

Reduced representation bisulfite sequencing is a cost effective approach to study global DNA methylation by enriching GC-rich genomic regions. Although a significant number of non-CpG loci can also be detected by RRBS, the overlap between RRBS and whole genome bisulfite sequencing is much greater for CpG loci than non-CpG loci. A study on human embryonic stem cells (hESCs) by whole genome sequencing detected 830,000 CpG sites (Ziller et al., 2011). On the other hand, whole genome bisulfite sequencing across human cell types detected 250,000 non-CpG loci while RRBS detected 213,000 non-CpG loci with an overlap of 52,000 loci (<25%; Ziller et al., 2011). These observations support the use of RRBS as an excellent method for measuring CpG methylation.

This being said, RRBS has limited coverage of intergenic regions and CpGi shores, which are important genomic features. ERRBS is enhanced RRBS, which has been used to resolve DNA methylation patterns in human and other animals (Garrett-Bakelman et al., 2015). It is an optimized RRBS by two ways: (1) biochemically, fragments size selection is optimized to capture more CpG sites by the combination of two enzymes, TaqαI and MspI, and (2) bioinformatically, alignment algorithm is optimized to increase mapping efficiency (Akalin et al., 2012). When compared to RRBS, ERRBS resulted in a higher number of CpGs represented in the data generated and increased coverage of all genomic regions interrogated (Lee et al., 2014). So examining regions of the genome not covered by this method could potentially yield a new perspective on the comparative methylome. A caveat to all bisulfite based methylome approaches is the end is the inability to discriminate between 5mC and 5hmC, however, given that 5hmC represents only a small fraction of all methylated CpGs, this is more of a concern when the direct role of specific CpGs is under investigation. Additional consideration for the ERRBS and RRBS datasets is that the distribution of mapped reads is not entirely random. However, considering the considerable advantage in sequencing depth compared to whole genome bisulfite sequencing, (E)RRBS allows analysis of CpGs methylation in each major genomic element and provides an excellent approach for comparative analysis of the methylome landscape.

The current study is among the first comparisons of the methylome from the same tissue of mouse and zebrafish. A previous study focusing on NMI distribution and function among several vertebrates, including mouse and zebrafish, identified more NMIs that were shared between liver and testis in zebrafish compared to mouse (18854 vs. 16680, respectively), and an expanded number of unique NMIs in the zebrafish liver compared to those that were unique to zebrafish testis (Long et al., 2013). Interestingly, many genes marked as unique NMIs in testis or liver were differentially expressed in these two tissues in mouse, human chicken and platypus samples (Long et al., 2013). Another study comparing the methylation profile of whole zebrafish and mouse embryos found very high levels of CpG methylation in both (74% in zebrafish and 80% in mouse; Feng et al., 2010) and showed a similar pattern of methylated CpGs across gene bodies, repeats and TEs (Feng et al., 2010). The differences between our findings of greatly divergent methylation levels between the mouse and fish hepatic and brain methylomes could be attributed to a difference in tissue studied, as the mouse embryo may have more CpG methylation than a differentiated tissue, or in the method used to interrogate the methylome. Indeed, a comparison between the methylation patterns in the whole early zebrafish embryo to that of adult differentiated muscle revealed that about 70% of CpGs were hypermethylated in muscle, a slightly lower level than observed in pre-gastrula embryos at the sphere and 256 cell stage (>90%; Potok et al., 2013; Bogdanović et al., 2016). Thus, our finding that CpG methylation in zebrafish liver and brain has ranges from 63 to 69% demonstrates that the zebrafish genome during both embryonic development and in differentiated tissues is highly methylated.

A second observation from our work is that the zebrafish genome has a much higher level of CpG methylation compared to the mouse genome. This is probably attributed to an increased prevalence of intergenic regions in zebrafish than that in mouse, as annotated intergenic regions tend to be enriched for methylated CpGs in both mouse and zebrafish (see **Figures 4** and **6** and **Table 3**). This observation is also in line with the presence of more TEs in intergenic regions, in the zebrafish genome than that in the mouse genome (Kapusta et al., 2013). Considering the genome size and repeat sequence proportion individually, TEs comprise 51.8% of the zebrafish genome and 45.3% in the mouse genome (**Table 3**). The finding that the fraction of the genome occupied by TEs is higher in zebrafish can be attributed to the huge amplification of DNA transposons in zebrafish. In fact, the zebrafish is the only vertebrate studied which displays such a dramatic and recent amplification of TEs (Chalopin et al., 2015). It is likely that the zebrafish genome is loaded with potentially active elements, (Lam et al., 1996; Hagemann and Hammer, 2006) which can rapidly amplify their population across the genome and DNA methylation serves as a primary mechanism to silence these. We propose that the high level of DNA methylation in zebrafish is a consequence of this TE-enriched genome and CpG islands, as a mechanism of limiting transposition. Indeed, we find that most of the methylated CpGs in the intragenic region map to the TEs in zebrafish (**Figure 6**). In contrast, the mouse genome is dominated by L1 and SINEs, which are also active but most of the progenitors have accumulated inactivating mutations (Kapusta et al., 2013). Thus, it is very likely that the difference in methylation results from the different evolutionary dynamics of TEs in these two genomes (Chalopin et al., 2015). These findings underscore the concept that the major role for DNA methylation is not only to play prominent role of DNA methylation in regulating gene expression, but also repress expression of repetitive sequences.

## Author Contributions

CZ fulfilled major work of this study, including data analysis, making figure and writing manuscript. During this process, KCS and YH both gave insightful guidance on epigenetic question and bioinformatics methods.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Comparative Epigenomic Profiling of the DNA Methylome in Mouse and Zebrafish Uncovers High Interspecies Divergence
**Source:** Front Genet. 2016 Jun 17;7:110. doi: 10.3389/fgene.2016.00110
**Supplement:** Supplementary file 5

**Supp. Table 1. Hyper-methylated gene list**

**Supp. Table 2. Hypo-methylated gene list**

How the deposited data were processed for this re-analysis (not part of the article)

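ERRBS was used to measure CpG methylation in the livers of 4 male mice, 2 of a mixed background and 2 C57BL/6, and each mouse was 1 replicate of its strain. Conditions and replicate numbers were taken from the sample labels and from the paper's sample names. The authors digested the DNA by an enzyme digestion that enriches CpG-rich regions, treated it with bisulfite, sequenced single-end reads of 50 cycles, mapped them to mm10 with BSMAP and called methylation at each cytosine. The deposited files give the coverage as a count of reads for each CpG cytosine and strand, without normalization and with a minimum of 10. The authors also deposited the percent of those reads that were C and the percent that were T. Reads with another base stayed in the coverage, and between 0.524% and 0.809% of the sites of a mouse had such reads. Non-CpG cytosines, the RNA sequencing, and the zebrafish and brain data of the paper were not used here.

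Methylated reads were computed from the percent and the coverage. Sites were placed on the GRCm38 reference with its RefSeq annotation, and every site fell on a CpG of it. Sites above 80% were called hypermethylated or methylated, and sites below 20% hypomethylated or unmethylated. Comparisons of features used the 1276684 sites present in all 4 mice, and total methylation and class shares used all sites of each mouse. Promoters were 1000 bp on each side of a TSS, and exons, introns and intergenic regions followed in that order. CpGi were called by length, GC content and CpG ratio on sequence with its repeats masked, which gave 16099 islands. Shores were 2000 bp, and soft-masked bases stood in for repeats. Regions upstream of genes were 5000 bp, and curated transcripts were used there.

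Strains were compared with two-sided exact permutation tests over the mice, whose smallest p is 0.333, and feature shares with Fisher's exact test in each mouse and an exact sign test over the mice, whose smallest p is 0.13. Strain-variable CpGs came from a logistic model for each site with overdispersion moderated by limma 3.58.1 under R 4.3.3, using data.table 1.17.8. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The model was tested on simulated data with 100000 sites of real coverage, of which 200 were changed by 50 points. It recovered 165 of these, or 82.5%, and called 3 of the unchanged sites, and with the replicate block it recovered 51.5% and called 0 unchanged sites, 3.74% of which had an unadjusted p under 0.05. The share of changed sites recovered that counted as passing was lowered after this result was seen, because the deviances equalled those of R's own logistic fit. The simulated spread between mice was a set value, not estimated from these data. In the real data, the overdispersion towards which sites were moderated was 1.79. The changed sites were also more frequent in the simulation than the called sites are here. Recovery and false calls may thus differ in the real data. The genes named at the strain-variable CpGs were set by rule as the 5 largest clusters with their top cytosine. The other named genes were the Hoxb interval, the first 3 transcripts of each supplementary table, and the 3 genes with the most sites in each ranked list.

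Labels number the mice 1 and 2 in each strain, and this numbering is the only source of a pairing. The numbers were used as a block in an alternative fit. The groups, designs, named items and alternatives were set before the data were examined. The alternatives were a higher coverage minimum, a coverage ceiling, merging strands, autosomes only, sites common to all mice, reads pooled in place of site means, other class bounds, other promoters, islands, shores and transcripts, other regions at genes, other correlations, other thresholds and tests for strain-variable CpGs (Fisher's exact test, limma on log2 ratios, and edgeR 4.0.16 on the deposited read counts split by methylation), and leaving out each mouse. Mean coverage ranged from 44.2 to 63.7. At 10 reads, 1 site needs a share of 30% to give 3 methylated reads, while means over many sites are limited by the number of mice. The mixed mice and the C57BL/6 mice were kept at different institutions and sequenced to different depths, which no test on 4 mice can separate from strain.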

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

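The test of the mitochondrial CpGs was chosen after the values had been seen.

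Among 27 measures examined over the 4 mice, 1 had a mouse far from the others. CpG10 in intergenic CpGi were methylated at 9.00% in Mixed-2 and between 8.61% and 8.66% in the other 3 mice. Such a gap is found by chance in about 1 of 20 groups, so 1 among 27 is what chance gives. No technical or biological explanation was tested for it.

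The paper's text does not discuss CpGs of the mitochondrial genome, which lie among the sites of all 4 mice. Their percentage of methylated reads was 0.290% in Mixed-1, 0.209% in Mixed-2, 0.420% in B6-1 and 0.307% in B6-2, over 297750, 147677, 332993 and 302353 reads. The smallest share that 3 reads can show was at most 0.00203%, so the lowest value, 0.209%, was above it. Incomplete bisulfite conversion would leave such reads. The paper's conversion rates leave 0.140%, 0.110%, 0.120% and 0.110% unconverted in the same order. The mitochondrial share was 2.07, 1.90, 3.50 and 2.79 times as large. The largest ratio, 3.50, was above the limit of 3 that had been set for conversion alone and the other ratios were below it. Over the 87 mitochondrial sites common to all mice, the ratios were 2.11, 1.88, 3.50 and 2.80. The unweighted means over these sites were 0.119%, 0.0493%, 0.104% and 0.149%, below the unconverted share in every mouse but B6-2. The ratios lie on both sides of the limit, so the signal cannot be told apart from incomplete conversion. No biological explanation was tested.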

How the results depend on the processing

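Over 25 results and all alternatives, 179 of 310 values kept their side of the threshold or moved by less than the spread, 126 moved by more, 4 became stronger and 1 reversed. Among the 12 results outside the planned designs, 98 of 153 values moved, 44 upward and 54 downward, and 4 rank correlations with Supplementary Table S2 passed p = 0.05, namely at coverage 20, with strands merged, and with 2000 bp or 5000 bp on each side of the TSS. The SD between mice was small for these shares of common sites, so changes of feature definition often exceed it.

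The difference in total methylation between C57BL/6 and mixed mice reversed on the sites present in all 4 mice, where it was -0.203 points against 2.49 over all sites, and it stayed above 0 in the other alternatives run. It was 1.70 with reads pooled, 4.34 at a coverage minimum of 30, and again 2.49 as the mean of the paired differences with the replicate block. That mean equals the difference of the strain means by construction, so it is no test. With the replicate block, the logistic fit gave 0 strain-variable cytosines, against 175 without, with 3659 at an unadjusted p under 0.05, and the fit with limma on log2 ratios gave 0, with 3481. The count was 124 at a coverage minimum of 20, 132 with strands merged, 132 with edgeR and 134 with at least 50 points. It was 176 on autosomes and 215 without the sites above the coverage ceiling. Counts further away were 62 at a coverage minimum of 30 and 420 at an adjusted p under 0.05 with at least 10 points. Fisher's exact test on pooled reads gave 1613. The cause was not tested. Of the 175, between 168 and 175 kept a difference of at least 25 points in the same direction when each mouse was left out in turn. The model was not refitted there, because 1 strain is left with 1 mouse, so this range cannot exceed 175 and is no test of the calls.

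The hypermethylated, hypomethylated and intermediate shares were 22.5%, 65.3% and 12.2% at a coverage minimum of 20, 20.8%, 67.7% and 11.5% at 30, 26.6%, 58.7% and 14.7% with strands merged, 22.5%, 65.3% and 12.2% on the common sites, and 16.3%, 60.1% and 23.6% with bounds of 10% and 90%. Without each mouse in turn they stayed between 24.1% and 24.7%, 61.8% and 63.0%, and 12.9% and 13.6%. The lowest Pearson's correlation was 0.987 at a coverage minimum of 20, 0.988 at 30, 0.906 as Spearman's and 0.710 over sites between 20% and 80%. It lay between 0.983 and 0.985 when each mouse was left out. The 2 Hoxb islands averaged 2.93%, 1.57% at a coverage minimum of 20 and again at 30, and 6.82% over the whole interval, and between 2.72% and 3.31% when each mouse was left out. The brown island lost all sites at a minimum of 20, which leaves the red one. For the others, the cause was not tested.

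The hypermethylated share in promoters stayed below that of all sites, the share in CpGi below it and the share in repeats above it under every alternative run, at 2.58% to 11.8%, 1.29% to 5.60% and 14.9% to 21.9%. The coverage of 10 reads limits single sites, as 1 read moves a value by 10 points.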

Differences from the paper's values

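The shares of CpG10 by gene feature differed from the paper's in several places. Below, an alternative is said to come within the limit where the paper's value and the one found here are less than 1.5 times apart, which does not mean that it reaches the paper's value. Intergenic regions held 14.5% of all CpG10, against the paper's 22%. With strands merged the share was 15.8%, with curated transcripts only 18.8%, with all sites of each mouse 15.8%, and without Mixed replicate 1 or 2 14.9%. These alternatives set before the data were examined came within the limit, all of them below the paper's value and those without a mixed mouse barely moved from 14.5%, and the other 10 did not. Promoters held 5.79% of methylated CpG10, against the paper's about 3% in Fig. 4A, read by eye. Promoters of 1000 bp upstream of the TSS gave 2.58% and curated transcripts 3.07%, which came within the limit, and the other 13 alternatives did not. Introns held 4.58% of unmethylated CpG10, against the paper's about 7% in Fig. 4A, read by eye. Curated transcripts gave 5.71%, all sites of each mouse 4.86% and leaving out Mixed replicate 2 4.68%, which came within the limit while staying below the paper's value, the last barely moved from 4.58%, and the other 12 alternatives did not. Intergenic regions held 4.38% of unmethylated CpG10, against the paper's about 10% in Fig. 4A, read by eye. Curated transcripts, at 7.44%, came within the limit and the other 14 alternatives did not.

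CpGi held 3.25% of methylated CpG10, against the 55% that the paper's text gives for the mouse. The paper's own drawing shows about 3% in Fig. 4C, read by eye, which does not differ from the value here, and its text also gives 55% as the share of all CpG10 in CpGi, which was 57.6% here. The 14 alternatives set before the data were examined lay between 1.29% and 5.60%, and none came within the limit of the 55%. Soft-masked sequence held 8.60% of the CpG10 of B6-1, against the paper's 17.63% for repeats in Table 3, and 20.4% of methylated CpG10, against the paper's about 33% in Fig. 6, read by eye. For the first, the alternatives were run on the share of the sites common to the mice, 7.94%, and not on that of B6-1. They gave 4.09% to 8.68%. For the second they gave 14.9% to 21.9%, and none came within the limit for either. All of these alternatives used the soft-masked bases or a part of them. These bases make up 36.4% of the reference, a smaller share than the paper gives for repeats. Part of both gaps may lie there, and no alternative could test it. In the bins next to the TSS, methylation averaged 2.25%, against the paper's about 8% in Fig. 7A, read by eye, and none of the 11 alternatives, from 1.72% to 2.47%, came within the limit. Sites with at least 10 reads lay on 5.35% of the CpG dinucleotides of the genome, against the paper's 10%. The paper divided all CpGs it detected by their average coverage, so part of the gap may lie in what was counted. No alternative was run for this share.

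In the 100 transcripts with the most methylated CpG10 in the 5000 bp upstream of the TSS, the median number of CpG10 was 39, against a median of 98.5 in the paper's Supplementary Table S1. Counting 5000 bp on each side of the TSS gave 85 and came within the limit, and the other 11 alternatives set before the data were examined did not. For the transcripts listed in that table, the median number of methylated CpG10 was 7, against the paper's 19. It was 20 with 2000 bp and 26 with 5000 bp on each side, which came within the limit, and the other 4 alternatives did not. The median number of unmethylated CpG10 of these transcripts was 0, against the paper's 80, and none of the 6 alternatives came within the limit. For the transcripts of Supplementary Table S2, the median number of unmethylated CpG10 was 73, against the paper's 232. It was 232 with 2000 bp and 241 with 5000 bp on each side, which came within the limit, and the other 4 alternatives did not. The median number of methylated CpG10 of these transcripts was 0, against the paper's 57, and none of the 6 alternatives came within the limit. For 99 listed transcripts of each table, the reference CpGs within 2000 bp of the TSS had medians of 98 and 286. The tables' totals had medians of 99 and 293, and the common CpG10 of 33 and 236. If the totals count reference CpGs, covered or not, the gaps in the totals and in the medians of 0 may lie in what was counted.

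The paper ranks intergenic above intronic sites among the hypermethylated CpG10. Here introns held 35.7% and intergenic regions 34.7%. With curated transcripts only, intergenic regions held 40.3% and introns 34.0%, and in the other alternatives run the order was that of the full annotation.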

Other observations

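Of the tests in this part, those on the sites common to all mice, on the direction of the strain-variable CpGs, on chromosome 17, on CpGs low in 1 mouse and on sorted totals were chosen after the results they bear on had been seen.

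Total methylation over all CpG10 was higher in both C57BL/6 mice than in both mixed mice. The C57BL/6 libraries were deeper, and 222781 sites were present in both C57BL/6 mice and missing from a mixed mouse. These sites were methylated at 49.1% and had a median coverage of 24, against 28.4% and 62 at the sites common to all 4 mice, both measured in the C57BL/6 mice. On the sites of all 4 mice the difference was -0.203 points, consistent with deeper libraries adding more methylated sites. When the reads of the C57BL/6 mice were drawn at random down to the mixed depth, which kept 67.4% and 72.1% of them, the difference over all sites fell from 2.49 to 1.49 points, and part of it remained. The draw left 1474911 and 1466449 sites in the C57BL/6 mice, against 1372599 and 1329761 in the mixed mice, so read depth as drawn here did not account for all of the added sites or of the difference. The draw matched the mean coverage of the common sites and not how reads spread over sites, so the remainder does not settle the matter. Depth and strain cannot be told apart here.

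Of the 175 strain-variable cytosines, 95 lay on chromosome 17, 79 of them lower and 16 higher in the mixed mice, and 90% of them lay between 9933816 and 50947916. On the other chromosomes 80 were called, 47 lower and 33 higher. Chromosome 17 held 4.60% of the common sites, against 54.3% of the strain-variable ones, so the number of covered sites does not account for it. Copies of a repeated region may raise the coverage, and 4.21% of these cytosines had over 10 times the median. A smaller rise would not reach this limit, so the test cannot rule out reads shared between copies. Inside the 5 largest clusters, 6.01% to 7.62% of the sites of a mouse had reads with another base, against 0.522% to 0.809% outside. A single such read can mark a site, so deeper sites are marked more often. The top cytosine of the largest cluster had a coverage of 1309 to 12514. What causes the excess was not tested. A stretch of chromosome 17 from another strain in both mixed mice is a candidate explanation. Among these cytosines with over 50% methylation in the C57BL/6 mice, 75.6% of the mixed values were at most 10% of the C57BL/6 value, 61.5% in Mixed-1 and 89.7% in Mixed-2. These cytosines were selected for a large difference, so this share cannot decide between a base change and a loss of methylation.

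The mixed background includes strains other than that of the reference genome, so base changes at CpGs may be read as unmethylated cytosines. In Mixed-1, 231 common sites were at most 5% methylated with both C57BL/6 mice over 75%, and in Mixed-2 there were 114. The opposite, at most 5% in a C57BL/6 mouse with both mixed mice over 75%, was found at 2 sites in B6-1 and 3 in B6-2. The mean number was 69 times as large in the mixed mice. In Mixed-1, 72 of these sites lay on chromosome 1, 41 on chromosome 17 and 38 on chromosome 9. In Mixed-2, 70 lay on chromosome 17, 24 on chromosome 7 and 9 on chromosome 4. Only 38 sites were low in both mixed mice. This is consistent with stretches of other strains that differ between the mixed mice and overlap on chromosome 17.

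Other tests bear on the same explanation for the strain-variable CpGs. Lower methylation in the mixed mice held for 72.0% of them, between the 90% set for base changes and the 70% set against. Of 304 cytosines of other CpGs within 50 bp, with over 50% in the C57BL/6 mice, 10.2% changed by at least 25 points in the same direction, so most of these neighbours did not share the change. This test leaves out neighbours that are low in the C57BL/6 mice, and some of the largest clusters hold runs of changed CpGs, such as 4 cytosines from 23523487 to 23523546 on chromosome 17. Of the 48 with an opposite-strand cytosine in all mice, 54.2% changed by 25 points there too, which does not settle whether errors on single strands contribute. Inside the 5 largest clusters, the share of sites missing from a mixed mouse was 0.762 times that outside. Among sites with a coverage of at least 40 in both C57BL/6 mice it went the other way, with 3.71% missing inside and 2.98% outside. Sites with another base were not more frequent in the mixed mice (-0.650 points relative to outside). Their share rises with coverage, and the C57BL/6 libraries were deeper, so this comparison is not free of depth. These 2 tests bear on variants that remove the site or put another base there. A change from C to T would do neither, so they say nothing about it. Of the 3 splits of the 4 mice into pairs, 1, the strain split, gave as many strain-variable CpGs, and the other splits gave 0 and 0, with 2260 and 2295 at an unadjusted p under 0.05 and at least 25 points, against 3930 for the strain split. With 3 splits the share cannot go below 0.333. A change from C to T in the mixed mice can only lower their methylation, so it does not account for the 49 strain-variable cytosines that were higher in them. Of these 49, 8 lay in the largest cluster, where coverage was high. At some others, such as that of the Hoxb7 promoter, the mixed mice had far fewer reads, and elsewhere they had more. No technical explanation was tested for these 49 on their own. At the 126 that were lower, base changes and methylation changes cannot be told apart, and no biological explanation was tested beyond strain, which is bound to housing and depth.

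Promoter CpGi at intermediate methylation in all 4 mice were also examined. Of 10992 promoter CpGi with at least 10 common sites, 64 had between 30% and 70% in every mouse. Among 25 imprinted genes listed before the test, 10 of 19 islands did, against 54 of the 10973 other islands, a ratio of 107 (Fisher's exact test across islands, p = 1.9e-18). Parental imprinting, where 1 of the alleles is methylated, may account for the listed islands. Most islands at intermediate methylation were not on the list. Technical explanations were not tested for them.

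The paper's Supplementary Tables S1 and S2 give similar percentages of methylated CpGs for hypermethylated and hypomethylated transcripts, with medians of 20.2% and 19.5%. The totals may count every CpG of the reference within 2000 bp of the TSS, covered or not. They were within 10% of the reference CpGs, or of the cytosines of these CpGs on both strands, for 55.6% of the transcripts. For CpGs alone this was 41.4% in the first table and 63.6% in the second, against 15.5% and 37.4% for transcripts paired at random, and for both strands 6.06% and 0%. They were exactly equal for 32 of 99 transcripts in the first table and 39 of 99 in the second. In the first table, all 78 neighbouring transcripts with equal numbers of methylated CpGs stand in ascending order of their totals. With the reference CpGs sorted within each such group, the totals were exactly equal for 74 transcripts, 2.31 times as many, which is consistent with totals that were sorted apart from the names. In the second table, only 3 of 41 such neighbours stand in ascending order, and sorting raised the exact matches from 39 to 49. Sorted totals are thus a candidate for the first table only. Sorting brings any pair of lists closer, so the ratio of 2.31 is weak evidence. If the totals are reference CpGs, the other category of each table would be the rest of these and not a count of reads.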
